A study of Mus musculus with 79 samples.

How the data were processed

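The data were 79 libraries of ribosome-bound mRNA from mouse brain, made by bacTRAP. In this method a bacterial artificial chromosome (BAC) transgene drives a ribosomal protein, L10a, fused to enhanced green fluorescent protein, from the promoter of a chosen gene. Ribosomes of the cells that use the promoter can then be pulled down from a tissue homogenate with an antibody, together with the mRNA they carry. The promoters were those of the dopamine D1a receptor and the D2 receptor. Per the labels, the mice were heterozygous on a C57BL/6J background, and each library came from tissue pooled from 3 mice with both sexes in every pool. Prefrontal cortex was dissected, and dorsal striatum and nucleus accumbens (the ventral striatum libraries) were punched from slices. Per the labels' protocols, cDNA was amplified from purified polyA RNA before library construction and read as 50-base read pairs.

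The authors deposited a table of CPM values (reads per gene scaled to a common library total), with 25899 gene symbols and 79 columns, and every column was matched to a sample by its name, leaving 0 unmatched. The aligner, the counting program, the genome build, the annotation and any filter were stated neither in the labels nor in the table. No genome coordinates are therefore given. In RefSeq's GRCm38.p6 gene list, 20633 of the symbols were current and 23028 (88.9%) were current or a synonym, and that table was used only for names and for which genes lie next to or over one another. The table uses the older symbol Drd1a for the D1 receptor gene. It listed 5196 genes at 0 in every library.

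The deposited CPM values were whole multiples of one step in each column, so the authors had counted whole reads, and 1 read was worth between 0.0124 and 0.0466 CPM. Dividing by the step gave whole reads for 100% of the values above 0. The columns summed to between 309566 and 401527 CPM, so the total to which the authors scaled was larger than the reads in genes; how that total was counted is not stated. The recovered totals ran from 21.4 to 80.4 M (mega) per library (median 48.9 M), of which 7.35 to 30.8 M (median 17.5 M) were in listed genes. Because scaling was to the larger total, a library with a smaller share of reads in genes has lower CPM for all genes alike. cDNA was amplified and no molecular identifiers are described, so reads are not independent molecules and the depth bounds counting error only. Pairs of libraries within a group were compared over genes with a mean of at least 50 reads, and none agreed within sampling noise: chi-square per degree of freedom was at least 7.96 among 592 pairs, so no library was counted as a repeat.

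Groups were taken from the labelled region and receptor, giving 5 groups. Replicate numbers were assigned in accession order, name a library and pair nothing. The labels do not say whether libraries of different regions came from the same mice, and libraries were treated as independent except in 1 alternative. Library names begin with 1 of 4 letter codes (BdP, EM, JAG, OdP) whose meaning is not stated; the code was treated as a possible batch. The number of males among the 3 mice was read from the labels and was incomplete for 2 prefrontal cortex libraries, which were left out wherever sex was a term.

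The tests, the filters, the gene lists and the rule for naming genes were fixed before the data were examined. Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(CPM + 0.5), with the compared groups alone in the fit. Genes entered with at least 1 CPM in at least as many libraries as the smaller group held. Tests were two-sided with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are called different. A second count took those that also differed at least 2-fold, a log2 difference of at least 1 in size. All log2 differences are on the log2(CPM + 0.5) scale, which understates changes of genes with low CPM. The 6 two-group comparisons were D1 against D2 in each striatal region, dorsal against ventral striatum for each receptor, and prefrontal cortex against each striatal region for D1. An interaction contrast over the 4 striatal groups tested whether the D1 minus D2 difference differed between regions. A last model took 2 against 1 labelled males in the pool with group as a term. The planned design assumed CPM values; the whole reads that could be recovered were used for edgeR 4.0.16 as an alternative.

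The rule for named genes took, for each two-group comparison, the 3 largest log2 differences in each direction among called genes with a mean of at least 5 CPM in the higher group; for the interaction, the 3 largest in each direction with a mean of at least 5 CPM in any striatal group; for the number of males, all called genes if 10 or fewer; and any gene on a fixed list. The lists held 83 entries: D1 and D2 identity, cortex and striatum identity, prostaglandin synthesis and receptors, dopamine receptors, cholinergic interneurons, GABA interneurons, astrocytes, oligodendrocytes, microglia, endothelial cells, immediate early genes and sex-linked genes. 2 list genes, Gpr52 and Slc18a3, had no row in the table. Ttc12, Ankk1 and Hrh2 beside the receptor genes, the set of genes high in cortex and Ptges2 in dorsal striatum are discussed outside that rule or after their values were seen. A further list gene is not reported here. Of the 59 named genes, 58 were matched in RefSeq and 19 overlap another gene there, among them Dlx1, Chat, Ptger1, Ncald, Fhl2 and Grik3. The authors' counting is not stated to use strand, so reads of these genes may include reads of the overlapping gene. Reads of the Y-linked genes could also be shared with their X-linked copies.

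The fitting code was tested on simulated counts with 200 genes of at least 5 CPM changed 2-fold. All libraries were drawn from the means and spread of D1 dorsal striatum, at their real depths. Genes were drawn independently, with no effect of name code, share of reads in genes or shared mice. The rates therefore test the code and are not error rates of the real comparisons. For D1 against D2 in dorsal striatum, limma recovered 188 of them (94%) with 12 false among 200 calls, and edgeR recovered 191. For the interaction limma recovered 146 (73%) with 12 false among 158 calls, and for the number of males 199 with 5 false among 204 calls.

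The alternatives chosen beforehand were pseudocounts of 1 and 0.1, no filter on low values, a mean of at least 5 CPM, median-ratio scaling, quantile normalization, limma array weights, labelled males as a covariate, the name code as a covariate, EM libraries alone, edgeR on the recovered reads, and all 5 groups in one fit. Added after the data were seen were scaling to the reads in genes, the share of reads in genes as a covariate, OdP libraries alone for dorsal against ventral striatum in D2, and a block that joins libraries of consecutive names (duplicateCorrelation in limma). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.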

Results

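Ribosome-bound mRNA was profiled in dopaminoceptive neurons, the neurons that carry dopamine receptors, to ask how their gene expression differs by receptor and by brain region. The 79 libraries fell into 5 groups: D1 dorsal striatum (n = 15), D2 dorsal striatum (n = 16), D1 ventral striatum (n = 15), D2 ventral striatum (n = 14) and D1 prefrontal cortex (n = 19). No D2 libraries of prefrontal cortex were analysed here. Each library pooled tissue of 3 mice. Reads in listed genes, in M (mega) per library, ran from 7.35 M (D2 dorsal striatum replicate 3) to 30.8 M (D2 ventral striatum replicate 12). The group medians were 16.3 M for D1 dorsal striatum (SD 5.42 M), 20.3 M for D2 dorsal striatum (SD 6.14 M), 16.5 M for D1 ventral striatum (SD 3.97 M), 21.8 M for D2 ventral striatum (SD 5.08 M) and 14.6 M for D1 prefrontal cortex (SD 4.84 M). The 20 most abundant genes of a library held between 7.28% and 13.4% of its reads in genes.

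Library name codes were spread unevenly over the groups. EM libraries made up 11 of 15 in D1 dorsal striatum, 8 of 16 in D2 dorsal striatum, 11 of 15 in D1 ventral striatum, 8 of 14 in D2 ventral striatum and 15 of 19 in D1 prefrontal cortex. OdP libraries made up 8 of the D2 dorsal striatum group, 5 of the D2 ventral striatum group, 1 of the D1 ventral striatum group and 0 of the other two. OdP libraries were deeper, with 25.2 M ± 2.85 reads in genes (SD, n = 14) against 15.6 M ± 4.03 (SD, n = 53) for EM. Within D2 dorsal striatum alone, 8 EM against 8 OdP libraries differed in 3306 of 10939 genes tested, 1973 higher and 1333 lower in EM, and 224 of them at least 2-fold. The name code therefore went with a difference in as many genes as the receptor comparison in that region, and values within EM libraries are given beside the pooled ones. BdP and JAG libraries were too few, or in groups of one receptor only, for comparisons of their own.

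**Figure D1:**
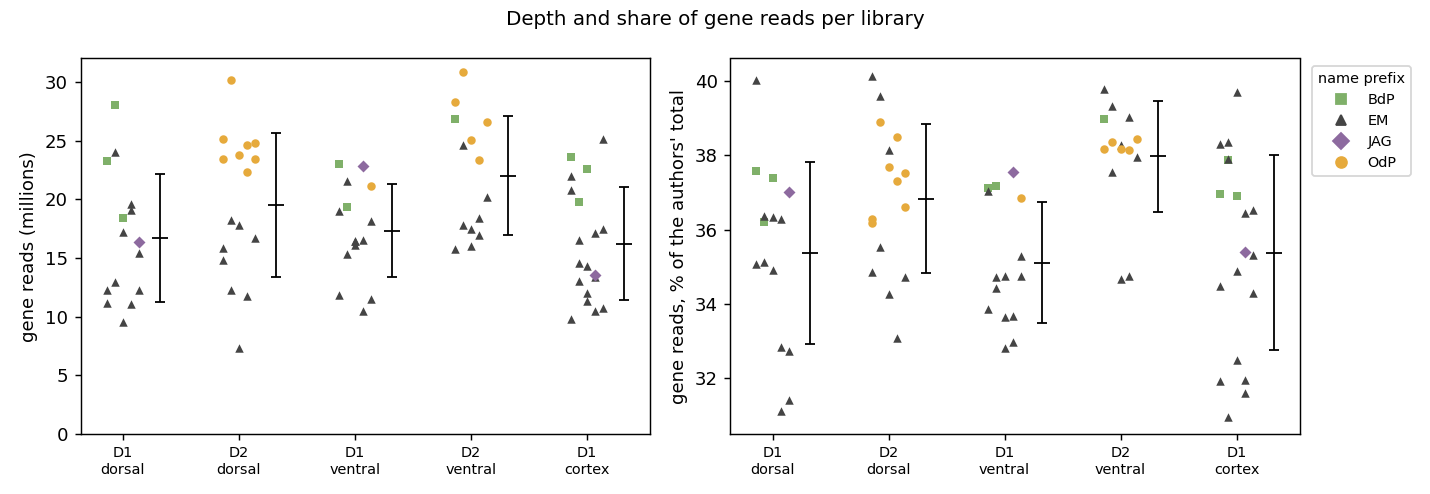
Reads in listed genes per library (left), and the share of the authors' total that fell in listed genes, in percent (right), for the 5 groups; each point is a library, its shape and colour give the name code, and the bars are the group mean ± SD. OdP libraries lie above most EM libraries in depth, and D2 ventral striatum has the highest mean share, 37.98%.

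Which translated mRNAs differ between the neurons marked by the D1 and the D2 receptor was asked first in dorsal striatum. Of 11090 genes tested, 2871 were called, 1424 higher and 1447 lower in D1, and 373 differed at least 2-fold, 267 higher and 106 lower. Restricting the comparison to EM libraries (11 against 8) lowered the count to 1389 genes, with 403 at least 2-fold, the fewest under any alternative; 1244 of those 1389 were among the 2871, each in the same direction. With the name code as a covariate 1658 were called, and array weights raised the count to 4806. The D1 dorsal striatum group had 0 OdP libraries, so in that fit the receptor difference rests on EM libraries, and for genes outside these calls receptor and code cannot be separated in the pooled fit. Scaling to the reads in genes changed the split to 1711 higher and 1153 lower.

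The receptor genes followed the labels in every library. Drd1a was at 225 CPM ± 31.5 (SD, n = 15) in D1 and 15.2 CPM ± 9.01 (SD, n = 16) in D2 dorsal striatum, a log2 difference of 3.98 (SE 0.16, adjusted p = 5.12e-21). Drd2 was at 6.30 CPM ± 2.63 (SD, n = 15) in D1 and 1146 CPM ± 226 (SD, n = 16) in D2, a log2 difference of -7.47 (SE 0.15, adjusted p = 2.43e-31). Each D1 library exceeded every D2 library for Drd1a, and each D2 library exceeded every D1 library for Drd2. Higher in D1, Eya1 had the largest difference (log2 6.90, SE 0.26, adjusted p = 6.67e-22; 241 CPM ± 39.02 against 2.60 CPM ± 5.08), followed by Pdyn (4.22, SE 0.22, adjusted p = 4.86e-18). Lower in D1, Ttc12 had the largest difference (-7.75, SE 0.11, adjusted p = 2.92e-36; 0.137 CPM ± 0.136 against 137 CPM ± 29.7), followed by Drd2 and Adora2a (-5.74, SE 0.24, adjusted p = 1.61e-20). For each of these genes all libraries of the higher group exceeded all libraries of the lower one. Ttc12 is the second gene beside Drd2 in RefSeq's gene order. The neuropeptide genes Tac1 (3.17, SE 0.17, adjusted p = 2.45e-17) and Penk (-5.42, SE 0.13, adjusted p = 2.47e-28) also separated the groups without overlap.

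**Figure D2:**
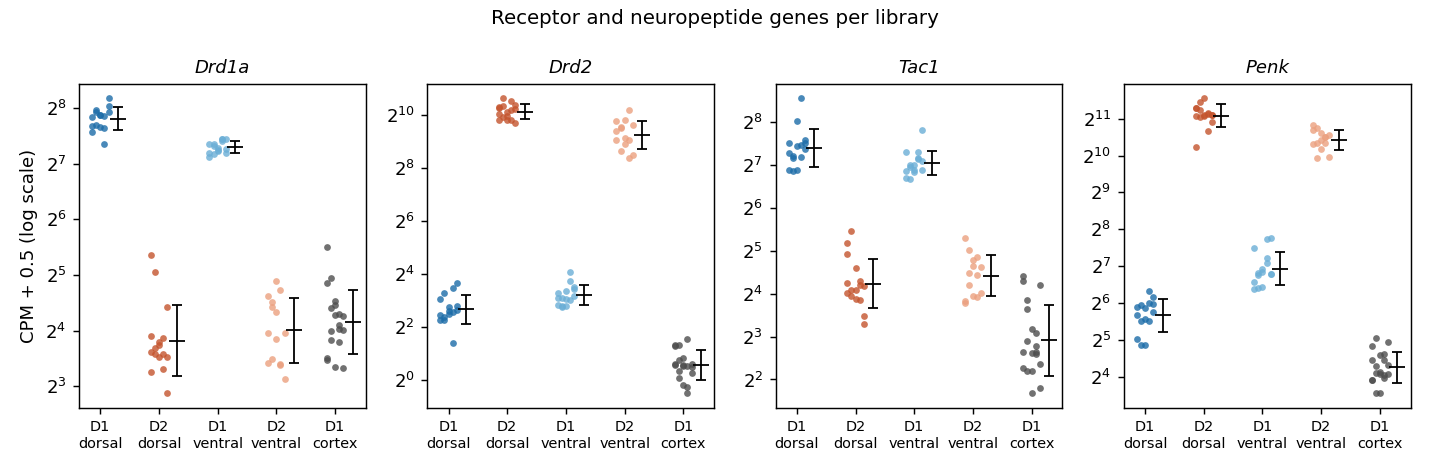
CPM + 0.5 on a log scale for Drd1a, Drd2, Tac1 and Penk in each library of the 5 groups; points are libraries and bars are mean ± SD of the log2 values. In both striatal regions every D1 library exceeds every D2 library for Drd1a and Tac1, and every D2 library exceeds every D1 library for Drd2 and Penk.

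The same receptor comparison in ventral striatum called 5443 of 11410 genes, 2751 higher and 2692 lower in D1, and 413 at least 2-fold, 235 higher and 178 lower. EM libraries alone (11 against 8) gave 4661, and 3938 of these were among the 5443, each in the same direction. The split turned round there, to 1909 higher and 2752 lower, and to 173 and 253 at least 2-fold; edgeR also turned the 2-fold split round, to 264 higher and 317 lower. The share of reads in genes differed between the groups, at 35.1% ± 1.64 (SD, n = 15) in D1 and 37.98% ± 1.505 (SD, n = 14) in D2, a difference of -2.87 points (permutation test, two-sided, p = 0.00015); within EM libraries the difference was -3.31 points (permutation test, p = 0.00035). With that share as a covariate 1218 genes were called, 1078 of them among the 5443, and scaling to the reads in genes changed the split to 3702 higher and 1898 lower, with the median of all genes at a log2 difference of 0.13 against 0.02 before. The number called thus depended on that covariate, and the direction on the scaling, while median-ratio scaling, quantile normalization and scaling to the reads in genes left the number at 5505, 5528 and 5600. In dorsal striatum the share differed by -1.47 points (permutation test, p = 0.0762; within EM libraries -1.55 points, p = 0.218).

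In ventral striatum Drd1a was at 157 CPM ± 11.5 (SD, n = 15) in D1 and 16.8 CPM ± 6.86 (SD, n = 14) in D2 (log2 difference 3.29, SE 0.14, adjusted p = 8.34e-20), and Drd2 was at 8.97 CPM ± 2.73 (SD, n = 15) and 656 CPM ± 240 (SD, n = 14) (-6.07, SE 0.16, adjusted p = 9.01e-27). The largest differences were again Eya1 (5.45, SE 0.19, adjusted p = 9.13e-23) and Pdyn (4.22, SE 0.18, adjusted p = 8.82e-20) upwards with Drd1a, and Ttc12 (-7.05, SE 0.13, adjusted p = 4.51e-32), Drd2 and Ankk1 (-4.12, SE 0.14, adjusted p = 3.41e-23) downwards, each without overlap between the groups. Ankk1 lies next to Drd2 in RefSeq's gene order. Penk (-3.49, SE 0.13, adjusted p = 1.05e-21) and Tac1 (2.63, SE 0.14, adjusted p = 2.02e-17) kept the directions they had in dorsal striatum. Of the D1 and D2 identity list, 12 of 12 tested genes were called in each region, adjusted over the list alone and over all genes tested, 6 higher in D1 and 6 lower.

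Over the 10942 genes tested in both regions, 2109 were called in both against 1348 that independent calls would share; 2089 of them went in the same direction and 20 in opposite directions. The 167 genes at least 2-fold different in both regions all had the same direction. Across genes, which are not independent replicates, the log2 differences of the regions correlated with a Pearson r of 0.80 and a Spearman rho of 0.78.

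Which mRNAs differ between the striatal regions was asked within each receptor. In D1 neurons 3918 of 11332 genes were called, 1144 higher and 2774 lower in dorsal striatum, and 391 at least 2-fold, 151 higher and 240 lower. In D2 neurons 3189 of 11187 were called, 887 higher and 2302 lower, and 464 at least 2-fold, 124 higher and 340 lower. The median of all genes was displaced, at a log2 difference of -0.12 in each receptor. Median-ratio scaling brought it to -0.01 in D1 and 0.01 in D2, and the splits were then 1663 higher against 1642 lower in D1 and 1398 against 1336 in D2. Quantile normalization gave 1702 against 1797 and 1437 against 1509, and edgeR gave 1745 against 1500 and 1357 against 1325. Scaling to the reads in genes kept the excess of lower genes, with 1161 against 2853 in D1 and 991 against 1995 in D2. Among genes at least 2-fold different in D2 the excess of lower genes held under every scaling, at 165 higher against 254 lower with median-ratio scaling, 168 against 237 with quantile normalization and 210 against 349 with edgeR; in D1 these were 187 against 189, 189 against 171 and 251 against 233. The split of all called genes thus depended on the scaling. EM libraries alone called 3565 in D1 (11 against 11) and 2238 in D2 (8 against 8), and OdP libraries alone called 2074 in D2 (8 against 5).

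Higher in dorsal striatum in D1 neurons, Coch had the largest difference (log2 3.23, SE 0.14, adjusted p = 6.05e-19; 35.2 CPM ± 6.91 against 3.46 CPM ± 1.41, SD, n = 15 each), followed by Ace (2.92, SE 0.15) and Acvrl1 (2.77, SE 0.15). Lower were Cartpt (-3.99, SE 0.25, adjusted p = 3.61e-15), Dlk1 (-3.85, SE 0.20) and Arhgap36 (-3.83, SE 0.14). All 15 libraries of the higher group exceeded every library of the lower group for each of these 6 genes. In D2 neurons Cartpt (-4.07, SE 0.25, adjusted p = 5.07e-15), Dlk1 (-4.38, SE 0.16, adjusted p = 3.18e-21) and Dgkk (-3.80, SE 0.25) were lower in dorsal striatum, and Cnr1 (2.74, SE 0.15, adjusted p = 2.26e-16) and Coch (2.52, SE 0.16) were higher, without overlap. The largest upward difference in D2 neurons, Ttr (2.98, SE 0.50, adjusted p = 1.51e-05), had an SD larger than its mean (12.4 CPM ± 12.7, n = 16, against 0.574 CPM ± 0.991, n = 14), and 11 of 16 dorsal libraries exceeded every ventral one.

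The 2015 genes called between regions in both receptors, where independent calls would share 1071, went in the same direction for 1982 and in opposite directions for 33, out of 10956 tested in both. The 229 at least 2-fold different in both all had the same direction, and r across genes was 0.74 (rho 0.60). Drd1a was higher in dorsal than in ventral striatum in D1 neurons by 0.51 (SE 0.07, adjusted p = 2.40e-07, 14 of 15 dorsal libraries above every ventral one). Drd2 was higher in dorsal striatum in D2 neurons by 0.87 (SE 0.15, adjusted p = 1.90e-05, 7 of 16 above every ventral one), and in D1 neurons it differed by -0.53 (SE 0.16, adjusted p = 0.011), where edgeR gave -0.41 (adjusted p = 0.069) and no call. Drd3 was at 2.78 CPM ± 0.872 (SD, n = 15) in D1 ventral and 0.350 CPM ± 0.242 (SD, n = 15) in D1 dorsal striatum (log2 -1.97, SE 0.15, adjusted p = 4.35e-13, without overlap). In ventral striatum it was higher in D1 than in D2 by 1.25 (SE 0.16, adjusted p = 2.08e-07, 11 of 15 libraries above every D2 library). Of 19 prefrontal cortex libraries 0 had a read of Drd3, where a count of 0 allows up to 3 reads in each. Of the dopamine receptor list, 2 of 2 tested genes were called between receptors in dorsal striatum and 3 of 3 in ventral striatum, adjusted over the list alone and over all genes.

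Prefrontal cortex was compared with each striatal region in D1 neurons. Against dorsal striatum 6388 of 11654 genes were called, 3766 higher and 2622 lower in cortex, and 1870 at least 2-fold, 1244 higher and 626 lower. Against ventral striatum 7381 of 11749 were called, 3252 higher and 4129 lower, and 1664 at least 2-fold, 1004 higher and 660 lower. EM libraries alone gave 6177 (15 against 11) and 7541 (15 against 11). For cortex against dorsal striatum the split depended on the scaling. It turned round with edgeR, to 3119 higher and 3472 lower, and with quantile normalization, to 3353 and 3439. Median-ratio scaling gave 3346 higher and 3160 lower, and scaling to the reads in genes kept it at 3781 and 2656. Drd1a was at 18.8 CPM ± 8.55 (SD, n = 19) in prefrontal cortex, a log2 difference of -3.65 (SE 0.14, adjusted p = 1.61e-23) from dorsal and -3.14 (SE 0.14, adjusted p = 1.21e-22) from ventral striatum, with no overlap. That cortex level was close to the 15.2 and 16.8 CPM of D2 dorsal and ventral striatum. All 5 listed astrocyte genes were higher in cortex than in each striatal region. The 79 libraries include none of whole tissue. How far the cortex differences belong to D1 neurons alone therefore cannot be told.

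Higher in cortex than in dorsal striatum were Vip (log2 4.42, SE 0.20, adjusted p = 6.62e-22; 28.7 CPM ± 10.9, n = 19, against 0.961 CPM ± 0.766, n = 15), Tac2 (3.64, SE 0.18) and Dlx1 (3.58, SE 0.18). Lower were Cd4 (-6.05, SE 0.35, adjusted p = 1.26e-18), Sh3rf2 (-5.95, SE 0.32) and Lrrc10b (-5.80, SE 0.27, adjusted p = 1.76e-21). Against ventral striatum the largest upward differences were Vip (4.70, SE 0.16, adjusted p = 3.09e-26), Dkk3 (4.66, SE 0.16) and Ccdc3 (4.64, SE 0.13), and the largest downward ones Dlk1 (-6.26, SE 0.17, adjusted p = 6.77e-29), Prkch (-5.91, SE 0.23) and Six3 (-5.47, SE 0.33). All libraries of the higher group exceeded all of the lower group for each of these 12 results. The cortex and striatum identity list was called for 11 of 11 genes in each comparison, adjusted over the list alone and over all genes, 5 higher in cortex and 6 lower. Both comparisons use the same cortex libraries. Over the 11583 genes tested in both, r across genes was 0.89 and 79.8% of genes had the same sign, while 100 simulations of unchanged groups against shared cortex libraries gave a median r of 0.45 (maximum 0.81) and a median of 64.7% with the same sign (maximum 80.8%); the same-sign share is thus within what sharing gives.

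Genes high in prefrontal cortex were also higher in D1 than in D2 striatal libraries. Slc17a7, which encodes a vesicular glutamate transporter, was at 36.7 CPM ± 13.8 (SD, n = 15) in D1 and 3.77 CPM ± 2.87 (SD, n = 16) in D2 dorsal striatum (log2 difference 3.23, SE 0.26, adjusted p = 1.48e-12; 14 of 15 D1 libraries above every D2 library), and at 259 CPM ± 79.2 (SD, n = 19) in prefrontal cortex. In ventral striatum the difference was 2.48 (SE 0.33, adjusted p = 3.34e-07, 7 of 15 above every D2 library). Neurod6 (3.34, SE 0.26, adjusted p = 6.23e-13), Neurod2 (2.87, SE 0.27, adjusted p = 1.74e-10) and Tbr1 (2.78, SE 0.24, adjusted p = 1.35e-11) behaved likewise in dorsal striatum, with 14 or 15 of 15 D1 libraries above every D2 library. In ventral striatum their log2 differences were 2.08, 2.05 and 1.66 with more overlap, 3, 6 and 5 of 15 libraries above every D2 library. For Slc17a7, Neurod6 and Tbr1 the ventral counts were set by D2 ventral striatum replicate 2, at 29.6, 11.6 and 15.9 CPM. The next highest D2 ventral values were 9.29 CPM (replicate 4), 3.27 CPM (replicate 12) and 4.61 CPM (replicate 7), so most of that overlap rests on replicate 2.

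**Figure D3:**
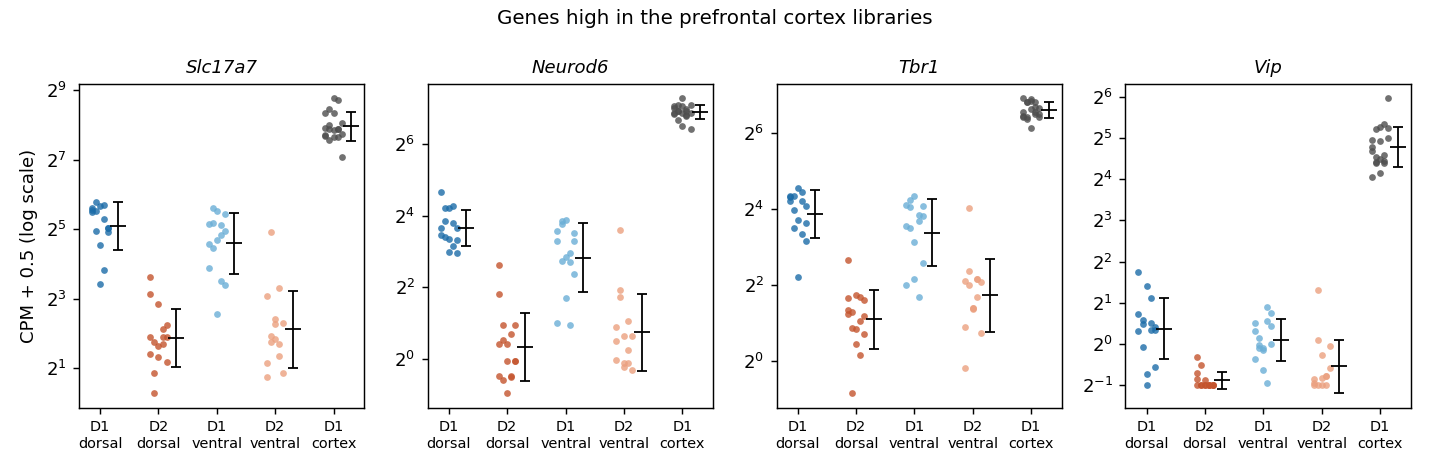
CPM + 0.5 on a log scale for Slc17a7, Neurod6, Tbr1 and Vip in each library of the 5 groups; points are libraries and bars are mean ± SD of the log2 values. On average D1 striatal libraries lie between the D2 striatal and the prefrontal cortex libraries for Slc17a7, Neurod6 and Tbr1, and Vip is near the floor in all striatal groups.

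Lists of other cell types were examined in the same fits. Of the cholinergic interneuron list, the 4 tested genes were lower in D1 than in D2 ventral striatum, adjusted over the list alone and over all genes: Slc5a7 (log2 -2.43, SE 0.15, adjusted p = 1.48e-15), Chat (-2.02, SE 0.17, adjusted p = 1.12e-11), Lhx8 (-1.90, SE 0.16, adjusted p = 1.86e-11) and Slc17a8 (-0.60, SE 0.22, adjusted p = 0.0212). For the first of these, and for Chat and Lhx8, all 14 D2 libraries exceeded every D1 library; for Slc17a8 it was 4 of 14, and with the share of reads in genes as a covariate its difference was -0.12 (adjusted p = 0.840). In dorsal striatum only Slc5a7 passed the filter and was lower in D1 (-2.28, SE 0.21, adjusted p = 9.78e-11). GABA interneuron genes were higher in D1 in dorsal striatum (3 of 4 tested, both adjusted over the list alone and over all genes) and 0 of 4 were called in ventral striatum, where the list's median was 0.02. Oligodendrocyte genes were lower in D1 for 2 of 4 in dorsal and 2 of 3 in ventral striatum under both adjustments. Astrocyte genes were called for 0 of 2 in dorsal striatum, and in ventral striatum for 1 of 1 adjusted over the list alone and 0 over all genes; in cortex 5 of 5 were higher than in each striatal region under both adjustments. The single microglia gene tested gave 0 calls in the 6 comparisons, and 0 endothelial genes passed the filter. Immediate early genes were called for 3 of 7 between receptors in each striatal region, 2 higher and 1 lower in D1, under both adjustments.

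Of 15 prostaglandin genes, between 5 and 7 passed the filter. Between receptors in dorsal striatum 3 were called adjusted over the list alone and 2 over all genes. Ptger1 differed by 0.60 (SE 0.22, adjusted p = 0.0418, 8 of 15 D1 libraries above every D2 library) and Ptger4 by 0.37 (SE 0.11, adjusted p = 0.0157, 1 of 15), while Ptges2 differed by 0.55 (SE 0.22) with an adjusted p of 0.0642 over all genes. Within EM libraries Ptger1 differed by 0.30 (adjusted p = 0.594) and Ptger4 by 0.41 (adjusted p = 0.0578), so neither held there. In ventral striatum 3 were called under both adjustments: Ptges2 (0.93, SE 0.20, adjusted p = 0.000278), Ptgs1 (0.91, SE 0.18, adjusted p = 0.000108) and Ptger1 (0.75, SE 0.21, adjusted p = 0.00421), with 7, 1 and 2 of 15 D1 libraries above every D2 library; with the share of reads in genes as a covariate Ptges2 (0.40, adjusted p = 0.312) and Ptger1 (0.36, adjusted p = 0.455) were not called. Between dorsal and ventral striatum 0 were called in either receptor. In cortex Ptgs2 was at 4.49 CPM ± 1.18 (SD, n = 19), higher than in dorsal (log2 1.505, SE 0.12, adjusted p = 5.45e-14) and ventral striatum (1.89, SE 0.12, adjusted p = 5.20e-18) in all 19 libraries. Ptgs1 (1.46, SE 0.15, against dorsal and 1.35, SE 0.13, against ventral striatum) and Ptgds (1.32, SE 0.30 and 1.34, SE 0.26) were also higher in cortex, giving 3 of 7 under both adjustments in each comparison; for Ptgds the spread in cortex was close to the mean (7.11 CPM ± 6.01).

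The interaction asked whether the D1 minus D2 difference itself differed between dorsal and ventral striatum. Of 11873 genes tested, 313 were called, 229 with a larger D1 minus D2 difference in dorsal striatum and 84 with a smaller one, and 111 differed at least 2-fold, 86 and 25. Quantile normalization changed the split to 226 and 141, and scaling to the reads in genes gave 191 of 310 in the first direction. EM libraries alone gave 234, of which 164 were among the 313. Among called genes with a mean of at least 5 CPM in a striatal group, the largest values were Cdr1, Ncald and Fhl2 upwards and Arhgap36, Gpr6 and Adora2a downwards. Fhl2 had an interaction of 1.83 (SE 0.23, adjusted p = 1.11e-07), with 7.57 CPM ± 1.79 in D1 and 0.553 CPM ± 0.371 in D2 dorsal striatum, and 4.61 CPM ± 1.17 and 1.96 CPM ± 1.40 in ventral striatum. Gpr6 had an interaction of -2.30 (SE 0.20, adjusted p = 9.15e-13), with 0.894 CPM ± 0.532 in D1 and 42.4 CPM ± 7.90 in D2 dorsal striatum, and 3.52 CPM ± 0.824 and 26.3 CPM ± 6.07 in ventral striatum. Of the D1 and D2 identity list 11 of 12 were called adjusted over the list alone and 6 over all genes.

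**Figure D4:**
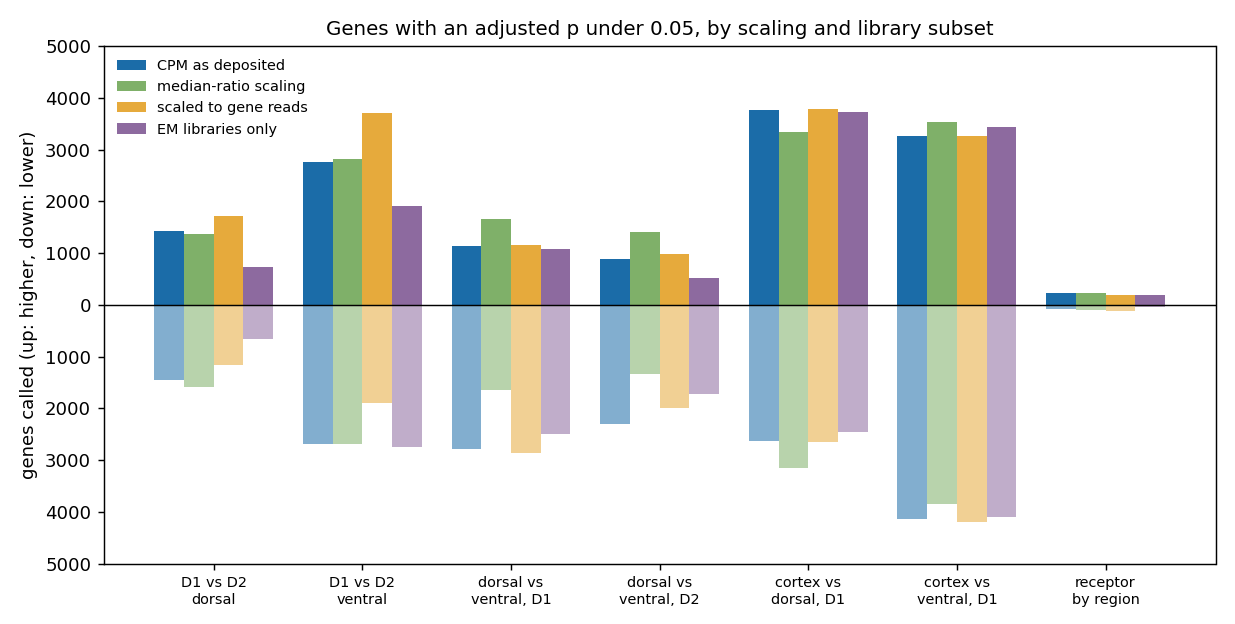
Number of genes with an adjusted p under 0.05 in each comparison, higher upwards and lower downwards, with CPM as deposited, after median-ratio scaling, after scaling to the reads in genes, and with EM libraries only. Median-ratio scaling evens the split of dorsal against ventral striatum, and scaling to the reads in genes raises the higher count for D1 against D2 in ventral striatum to 3702.

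The sex make-up of the pools was compared over 77 libraries, those labelled with 2 males against those with 1. Of 12290 genes tested 8 were called, 5 higher and 3 lower with 2 males, and 0 at least 2-fold; 1671 had an unadjusted p under 0.05. They were Golgb1 (log2 -0.35, SE 0.07, adjusted p = 0.0471), Sf3b1 (-0.31), Rcn2 (-0.28), Rltpr (0.45), Dtx3 (0.57), Zc3h3 (0.73), Sf3b4 (0.37) and Ctxn1 (0.31), with adjusted p between 0.0471 and 0.0494, and with all genes tested 0 were called. Of 100 assignments of the labels that kept libraries of consecutive names together, 10 gave as many genes, so these 8 are not set apart from chance. EM libraries alone called 225. The sex-linked list was called for 5 of 5 genes adjusted over the list alone and 0 over all genes: Ddx3y (1.00, SE 0.27, adjusted p = 0.0899 over all genes), Uty (0.91, SE 0.23), Kdm5d (0.86, SE 0.21) and Eif2s3y (0.53, SE 0.24) were higher with 2 males and Xist (-0.58, SE 0.20) lower. The summed CPM of the 4 Y-linked genes was higher with 2 males by 6.62 CPM on average over the groups (permutation test within groups, two-sided, p = 5e-04, and p = 0.0164 with libraries of consecutive names kept together). The name code goes with that label: in each D1 group 0 libraries outside EM had 1 male and 4 had 2. Within EM libraries the difference was 2.42 CPM (p = 0.448, kept together likewise), with -0.586 CPM in prefrontal cortex.

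**Figure D5:**
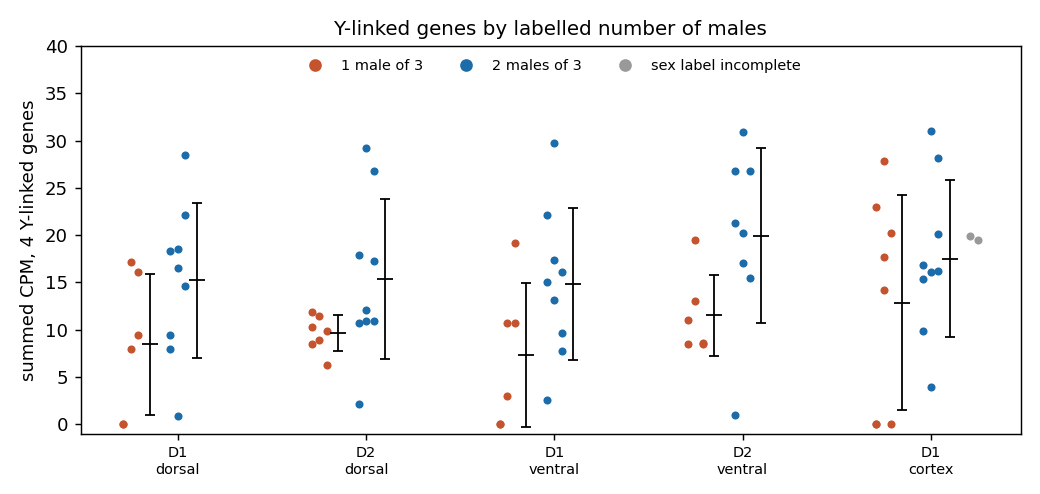
Summed CPM of 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) per library, by group and by the labelled number of males among the 3 pooled mice; points are libraries and bars are mean ± SD. The means over all name codes are higher with 2 males in each group, the libraries overlap in all 5 groups, and 7 libraries labelled with 1 male are at or near 0. D1 dorsal striatum replicate 5 and D2 ventral striatum replicate 2, labelled with 2 males, are also low.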

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

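Of the tests below, those of the name code, of the share of reads in genes and of the genes left open by the Penk level were chosen only after the result was seen, and the genes behind the cortical share were narrowed to 4, and their level in ventral striatum added to the limit, afterwards, when the 72 genes were also chosen. Both limits, the cortical one and that from Penk, were later recalculated, the Penk one to include the effect of the pseudocount and the cortical one as the larger of 2 readings. The others were written beforehand, though the criteria by which they were read were settled afterwards.

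The D1 minus D2 difference was itself different between dorsal and ventral striatum, by an interaction term, in 313 genes, 229 with a larger and 84 with a smaller difference in dorsal striatum. Of 100 draws, 1 gave as many genes, the real one, and the most in any other was 1. The others fitted receptor and region as additive terms in the 60 striatal libraries and shuffled what was left over. The receptor and region differences were thus kept, and the draws argue against a random arrangement of libraries as the source of the 313. The shuffle did not keep name codes or consecutive names together. The tables argue against a batch marked by the name code as the whole cause: with the code as a term, 308 of the 313 were still called in the same direction. A difference in the share of reads in genes was treated the same way, and with that share as a covariate 273 were still called. EM libraries alone gave 234 genes with 164 in common with the 313, on 38 of the 60 libraries.

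RNA from cortical neurons is a candidate explanation for part of the 229 genes with a larger D1 minus D2 difference in dorsal striatum, since genes high in cortex were higher in D1 dorsal striatum libraries. Of the 229, 102 (44.5%) were at least 2-fold higher in prefrontal cortex than in D2 ventral striatum, against 8.11% of all genes tested and 4.76% of the 84 in the other direction. Genes specific to D1 neurons in general can also meet that criterion, so the share is an upper reading. Cortical genes were also higher in D1 ventral striatum, so only the difference between the regions counts. Of the 72 genes tested that were at least 8-fold higher in cortex than in both D2 groups, 71 had an interaction above 0 (median 0.87) and 26 were called. Among cortical genes named in advance the values were 0.76 for Slc17a7 (SE 0.43, adjusted p = 0.419), 0.82 for Neurod2, 1.25 for Neurod6 and 1.12 for Tbr1, and the cortex and striatum identity list had 3 of 11 called adjusted over the list alone and 0 over all genes. Against cortical RNA as the whole cause, a limit was set from the highest share in D1 dorsal striatum among these 4 genes (13.6% of the prefrontal cortex level, from Tbr1) and the lowest in D1 ventral striatum (5.04%, from Neurod6). Without cortical RNA, D1 neurons were taken either to equal D2 neurons or to keep the ventral ratio of D1 to D2, whichever allowed more. By more than 2 SE, 95 of the 229 exceeded the limit, which leaves 134 open, Fhl2 and Ncald among them. The errors of the 2 shares (SE 1.53 points for Tbr1 and 1.15 for Neurod6) are not in that margin. Dorsal shares of Sst and Pvalb were higher, at 16.7% and 17.9%, while those of Npy, Nos1 and Vip were lower. The limit is thus not a maximum, and a larger cortical share is not excluded for the 95. Fhl2 (1.83, SE 0.23, adjusted p = 1.11e-07) and Ncald (1.83, SE 0.35, adjusted p = 0.000455) were both higher in prefrontal cortex than in any striatal group, at 21.1 CPM ± 5.02 and 326 CPM ± 59.8 (SD, n = 19). Both overlap other genes in RefSeq. Cdr1 (1.94, SE 0.50, adjusted p = 0.016) varied so much that its SD exceeded its mean in D2 dorsal striatum (698 CPM ± 924, n = 16), and within EM libraries it was not called (2.33, adjusted p = 0.0717).

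The genes with a smaller D1 minus D2 difference in dorsal striatum include Gpr6 (-2.30, SE 0.20, adjusted p = 9.15e-13), Adora2a (-2.09, SE 0.32, adjusted p = 1.12e-05), Penk (-1.93, SE 0.19, adjusted p = 1.66e-11), Drd2 (-1.40, SE 0.22, adjusted p = 1.82e-05), Sp9 (-1.10, SE 0.15, adjusted p = 5.47e-07) and Grik3 (-1.13, SE 0.25, adjusted p = 0.00294). In these genes D2 neurons exceeded D1 neurons by less in ventral striatum. RNA of D2 neurons carried into D1 ventral striatum libraries could give that. Taking the Penk level there (9.14% of D2 ventral striatum, against 2.37% in dorsal striatum) as the most such RNA can contribute, and a D1 to D2 ratio otherwise as in dorsal striatum, 67 of the 84 genes had an interaction larger than that would give by more than 2 SE, Sp9 among them. Of the other 17, 4 do not exceed by more than 2 SE what the pseudocount scale gives with no carried-over RNA, Ttc12 (-0.70, SE 0.16, against -0.57) and Drd3 among them. Ttc12 was at 0.137 CPM in D1 dorsal and 0.129 CPM in D1 ventral striatum, so its value comes from a lower level in D2 ventral striatum, and neither carried-over RNA nor a change in D1 neurons is needed. Of the remaining 13, 4 lie within the limit, Adora2a, Penk and Drd2 among them, and 9 exceed it by less than 2 SE, among them Gpr6 (a limit of -1.99) and Grik3 (a limit of -0.87). For these 13 the Penk limit cannot tell carried-over RNA from a regional difference of the neurons themselves, because Penk is one of them. In ventral striatum Drd2, Ankk1 and Ttc12 were at 8.97, 0.105 and 0.129 CPM in D1 against 656, 10.5 and 84.6 CPM in D2. One share of all D2 RNA as high as that of Penk would give more in D1. This argues against such a share, unless extra copies of these genes on the BAC raise their level in D2 mice. The extent of the BAC is not known here, so the 13 stay open. Grik3 was not called within EM libraries (-1.16, adjusted p = 0.0587). Neurons that carry both receptors in ventral striatum are a biological candidate explanation that these data do not test.

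Arhgap36 (-2.44, SE 0.24, adjusted p = 1.66e-11) and Drd3 (-0.74, SE 0.21, adjusted p = 0.0348) had low values in dorsal striatum. Arhgap36 was at 0.263 CPM ± 0.260 in D1 and 0.0436 CPM ± 0.0880 in D2 dorsal striatum, against 9.97 CPM ± 2.01 and 1.08 CPM ± 0.756 in ventral striatum; Drd3 was at 0.350 CPM ± 0.242 and 0.0767 CPM ± 0.0869 against 2.78 CPM ± 0.872 and 0.922 CPM ± 0.509. On a ratio scale, edgeR on the recovered reads gave -0.89 (adjusted p = 0.624) for Arhgap36 and 0.69 (adjusted p = 0.598) for Drd3. On the pseudocount scale equal ratios at unequal levels give unequal differences. With the dorsal ratio of D1 to D2 kept, that scale alone gives -1.17 for Drd3, so its interaction may reflect the scale. For Arhgap36 the scale alone gives -1.66, which -2.44 exceeds by more than 2 SE. That ratio rests on a D2 dorsal level near 0 (0.0436 CPM ± 0.0880), and its own error is not in the 2 SE. Whether the scale accounts for part or all of the Arhgap36 value therefore stays open.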

How the results depend on the processing

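The scaling to reads in genes, the share of reads in genes as a covariate, the OdP-only fit and the replicate block by consecutive names were chosen after seeing the data. The 6 two-group comparisons, the interaction and the test of males each gave a count of called genes and, for the first 7, a count at least 2-fold different; of these and the list counts under alternatives, 312 values stayed within 1.5 times the reported count and 39 did not. All 12 tested D1 and D2 identity genes in both striatal regions, and all 11 cortex and striatum identity genes in both cortex comparisons, were called under every alternative run.

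Testing genes with a mean of at least 5 CPM lowered counts by testing fewer genes: the 2-fold counts became 214 and 254 for D1 against D2 in dorsal and ventral striatum, 222 and 265 for dorsal against ventral striatum in D1 and D2, 1142 and 1022 for cortex against dorsal and ventral striatum, and 51 for the interaction, whose full count became 194. A pseudocount of 0.1 raised the 2-fold count of D1 against D2 in ventral striatum to 632, since a smaller pseudocount widens differences of low genes.

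Array weights called 4806 genes for D1 against D2 in dorsal striatum and 821 for the interaction; the cause was not tested. The name code as a covariate gave 1658 for D1 against D2 in dorsal striatum, where the fit then rests on EM libraries, and 480 for the interaction, for which the cause was not tested. EM libraries alone gave 1389 for D1 against D2 in dorsal striatum, with fewer samples. OdP libraries alone gave 2074 for dorsal against ventral striatum in D2, 736 higher and 1338 lower, also with fewer samples. The share of reads in genes as a covariate took D1 against D2 in ventral striatum to 1218 genes, 244 at least 2-fold; that share differs between the groups compared, so the covariate removes part of the contrast itself. Over all alternatives D1 against D2 ran from 1389 to 4806 genes in dorsal and from 1218 to 6167 in ventral striatum, dorsal against ventral from 2876 to 5725 in D1 and from 2074 to 4328 in D2, cortex against dorsal striatum from 4498 to 8359 and against ventral striatum from 5278 to 9462, and the interaction from 194 to 821.

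The 8 genes for the number of males were the least stable result: 0 with all genes tested (2061 at an unadjusted p under 0.05), 15 with median-ratio scaling, 17 with quantile normalization, 162 with array weights, 215 with the name code as a covariate, 225 in EM libraries, 13 with scaling to reads in genes and 24 with the share of reads in genes as a covariate; besides the block, the cause was not tested, except that testing more genes raises adjusted p. The sex-linked list, 5 genes adjusted over the list alone, gave 1 with a mean of at least 5 CPM, where fewer genes were tested, and 0 in EM libraries, where the summed Y-linked difference was also smaller, 2.42 against 6.62 CPM.

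The prostaglandin list rests on few and low genes. Adjusted over the list alone, its 3 calls between receptors in dorsal striatum became 8 with all genes tested and 1 with a mean of at least 5 CPM, and its 3 in ventral striatum became 1 with a mean of at least 5 CPM and 5 with quantile normalization. Between regions its 0 calls became 3 in D1 and 1 in D2 with all genes tested, 1 in D1 with median-ratio scaling, quantile normalization or edgeR, and 1 in D2 within EM libraries; the cause of the scaling and EM changes was not tested.

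Of 102 results for single named genes 80 changed under no alternative. Of their 1437 values 1388 kept direction and side of the threshold, 41 kept direction and lost the call, 7 gained it and 1 reversed: Drd3 in the interaction, 0.69 by edgeR with an adjusted p of 0.598; its level in dorsal striatum is near the pseudocount, and the cause was not tested further. The filter at 1 CPM left out low genes: between 5 and 7 of 15 prostaglandin genes passed it in a comparison, and 0 endothelial genes did. Depth as a cause was not tested.

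The labels do not say that regions share mice, but the names of EM libraries run on from cortex to ventral to dorsal striatum in D1 and from ventral to dorsal in D2. For the other codes the order is not clear, as OdP names alternate and could be joined either way. Grouping libraries in the EM order by consecutive name, same code, receptor and sex label gave 13 sets of 3 and 13 sets of 2, with 14 libraries alone. In D1 the log2 level of the Y-linked genes correlated between dorsal and ventral libraries of a set with r = 0.95 (13 pairs, one-sided permutation within code and sex label, p = 0.00053), and between cortex and dorsal or ventral libraries with r = 0.80 (p = 0.0132) and 0.76 (p = 0.101); in D2 r was 0.81 (p = 0.114). In EM libraries alone these were 0.95 (11 pairs, p = 0.00102), 0.77 (p = 0.0184), 0.72 (p = 0.103) and 0.78 (8 pairs, p = 0.214). Deviations of all genes from the mean of group and code correlated by 0.25 on average between D1 dorsal and ventral libraries of a set, over 0.1 in 11 of 13 pairs, by 0.12 (8 of 13) in D2, and by 0.15 (7 of 13) and 0.16 (9 of 13) between cortex and dorsal or ventral libraries; other pairs of the code averaged between -0.02 and 0.02. One set goes the other way: D1 prefrontal cortex replicate 10 had 2 Y-linked reads and 18.3 CPM of Xist, against 665 and 449 reads and 0.0161 and 0.0633 CPM in its ventral and dorsal partners, replicates 9 and 10. Shared mice are thus suggested for D1 dorsal and ventral libraries, and are less settled for cortex and for D2. With the sets as a replicate block, fitted as correlated libraries, the comparisons of dorsal against ventral striatum called 4937 genes in D1 and 4076 in D2, and cortex against dorsal and ventral striatum 6709 and 7900. The interaction called 720, all 313 among them in the same direction, 489 higher and 231 lower, since a block narrows the error of a contrast within sets. The number of males, which differs only between sets, called 0 genes, with 1148 at an unadjusted p under 0.05, since libraries of one pool are then not counted as independent; all 8 genes lost their call, and 4 of 5 sex-linked genes were called adjusted over the list alone. The block changed the call of no other named gene.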

Other observations

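Of the tests below, those of depth behind missing Y-linked reads, of genes beside the receptor genes, of the set of genes high in cortex with its 8-fold criterion and its random-set control, of interneuron genes against cortical genes, of cholinergic against GABA interneuron genes, and of the genes at least 2-fold different under the share covariate were chosen only after the result was seen, and the genes set against Slc17a7 were narrowed to 3 afterwards. Keeping libraries of consecutive names together in the splits by number of males was also decided afterwards. The other tests were written before their own result was seen, though the counts of called genes were already known and the criterion for the share of reads in genes was settled afterwards.

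Other splits of the same libraries were drawn for each comparison, 100 in all with the real one included. In each of the 6 two-group comparisons and the interaction 1 of 100 splits, the real one, gave as many called genes. For the interaction the others were not splits. Receptor and region were fitted as additive terms, and what was left over was shuffled over the libraries. The receptor and region differences were thus kept, while name codes and consecutive names were not kept together. For the number of males, where libraries of consecutive names kept one label, 10 of 100 gave 8 genes or more, so that result is not set apart from chance. The most in any other split was 751 for D1 against D2 in dorsal striatum, 3443 in ventral striatum, 1 and 227 for dorsal against ventral striatum in D1 and D2, 2322 and 233 for cortex against dorsal and ventral striatum, 1 for the interaction and 2465 for the number of males. The 3443, 2322 and 2465 show that some splits that ignore the groups also separate many genes.

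Within D2 dorsal striatum, 3306 genes differed between EM and OdP libraries, and 1 of 100 splits of these 16 libraries, the real one, gave as many; the most in any other was 209. OdP libraries are deeper, and a difference in depth would touch low genes first. Among the 1625 genes with a mean of at least 50 CPM, where depth is no limit, 738 (45.4%) were called against 30.2% of all genes, so depth does not account for it. What the codes stand for is not stated, and no biological explanation was tested.

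D1 and D2 libraries in ventral striatum differed in the share of reads in genes, and that share is a candidate explanation for part of the 5443 genes called there. The slope of each gene on the share was estimated within the 50 libraries of the other 3 groups, and the sign it predicted matched 85.1% of the called genes. In 6 of 100 splits of the ventral libraries the match was as large (median of the others 75.5%, maximum 87.3%), so whether the share or the receptor sets these signs cannot be told apart, since the share differs between the receptors. As the whole cause it fails for larger differences: of the 413 genes at least 2-fold different, 311 (75.3%) were still called in the same direction with the share as a covariate.

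Genes high in prefrontal cortex were higher in D1 than in D2 dorsal striatum, and RNA from cortical neurons in D1 libraries is a candidate explanation. Of 50 genes at least 8-fold higher in prefrontal cortex than in D1 ventral striatum, with a mean of at least 5 CPM in cortex, 33 were tested in the dorsal comparison; their median log2 difference was 1.63 against 0.02 for all genes, and 32 of 33 were higher in D1. Within EM libraries the median was 1.47, and with median-ratio scaling, quantile normalization and scaling to reads in genes it was 1.61, 1.51 and 1.68. The excess of D1 over D2 in dorsal striatum, as a share of the prefrontal cortex level, was 12.7% for Slc17a7, 12.9% for Neurod2, 9.91% for Neurod6 and 13.6% for Tbr1. Whether this is RNA of all D1 cells of prefrontal cortex in one proportion was asked of the GABA interneuron list. In dorsal striatum its 5 genes parted, 16.7% for Sst, 17.9% for Pvalb, 10.5% for Npy and 12.3% for Nos1 against 3.20% for Vip, with 2.61% for Dlx1 and 5.11% for Tac2 outside the list. The list median of 12.3% was not clearly lower than the 12.8% of the 4 cortical genes (difference 0.513 points, 95% interval -5.80 to 5.31 from resampled libraries). In dorsal striatum that source therefore cannot be told apart from others, because the list genes go both ways and Sst, Pvalb, Npy and Nos1 are also present in D2 libraries. In ventral striatum the list median was 0.455% against 8.005% (difference 7.55 points, 95% interval 4.82 to 10.3). Its 5 genes ran from -19.2% for Nos1 to 1.22% for Vip, all under the lowest cortical gene, Neurod6 at 5.04%. Outside the list Dlx1 had 3.05% (SE 2.39), and Tac2, at 6.92% (SE 1.93), went the other way. For the list genes this argues against one proportion of all D1 cortical cells there, though Sst, Pvalb, Npy and Nos1 are again present in D2 libraries. A source poorer in interneurons stays open, as does expression by the striatal neurons themselves.

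If cortical RNA were the source, cortical genes would vary together between libraries of one group. Slc17a7 and the mean of Neurod2, Neurod6 and Tbr1 correlated over D1 dorsal striatum libraries with r = 0.74 (permutation p = 0.00303; rho = 0.61, permutation p = 0.0182; n = 15), but without the 2 farthest libraries r was 0.43, so the relation rests on them. Within the EM libraries of that group r was 0.85 (permutation p = 3e-04; rho 0.87; n = 11) and 0.78 without the 2 farthest. In D1 ventral striatum r was 0.90 (permutation p = 5e-05; rho 0.94; n = 15), 0.96 without the 2 farthest, and 0.97 in EM libraries. In D2 dorsal and ventral striatum r was 0.66 (permutation p = 0.00553, n = 16) and 0.83 (permutation p = 0.00102, n = 14), falling to 0.24 and 0.54 without the 2 farthest, so these relations rest on those libraries; in their EM libraries r was 0.60 (permutation p = 0.115, n = 8) and 0.79 (permutation p = 0.0425, adjusted p = 0.0567, n = 8), and -0.03 and -0.05 without the 2 farthest, so EM libraries of D2 show no such relation apart from those. The 4 relations over all libraries of a group had adjusted p between 2e-04 and 0.00553. In 10000 sets of 3 random genes of D1 dorsal striatum, 92 correlated as strongly with Slc17a7, and in D1 ventral striatum 1 did. A shared source that varies between dissections may explain the co-variation; it was not separated from a regulation common to these genes.

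Of the 4 genes nearest a receptor gene that could be tested, 3 were at least 2-fold higher in the line of that receptor in both regions: Sfxn1 beside Drd1a (log2 3.24 in dorsal and 2.76 in ventral striatum), and Ankk1 (4.71 and 4.12, D2 minus D1) and Ttc12 (7.75 and 7.05) beside Drd2. The remaining one, Hrh2, had 1.06 and 0.28. Of the next 26 genes on both sides 0 met that criterion. The large values of Ttc12 and Ankk1 prompted the look and Sfxn1 was on the D1 identity list, so these counts describe genes already known to differ and test nothing. Extra gene copies carried on the BAC, or transcription within the transgene, is a candidate explanation that cannot be told apart from neuron type, because each line has its own BAC and the extent of the BACs is not known here.

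The cholinergic interneuron genes were lower in D1 than in D2 ventral striatum, with a list median of -1.96. RNA from cells without the tag would raise interneuron genes of every kind; the GABA interneuron list had a median of 0.024 in the same comparison, which argues against it as the cause. Expression of the D2 receptor in cholinergic neurons is a biological explanation that fits the design but was not tested, and as the lists hold few genes it is a hypothesis only.

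The Y-linked genes bear on the sex labels. In 0 of 5 groups were all pools labelled with 2 males above all pools labelled with 1, although the mean over all name codes was higher with 2 males in each group. Within EM libraries it was higher in 4 of 5 groups, by 2.42 CPM on average over the 5 (permutation p = 0.448). Mislabelled samples or pools may explain this, and so would unequal contributions of the 3 mice to a pool. 7 libraries labelled with 1 male had at most 2 reads over the 4 Y-linked genes: D1 dorsal striatum replicates 8 and 11, D1 prefrontal cortex replicates 8, 10 and 11, and D1 ventral striatum replicates 7 and 10. They were picked by a level under 5% of the group median, and 6 of them form 2 sets of 3 regions with consecutive names. Depth does not account for it: at their groups' median level they would hold between 479 and 1158 such reads. Low levels were not confined to pools labelled with 1 male. D1 dorsal striatum replicate 5, D2 ventral striatum replicate 2 and D2 dorsal striatum replicate 1 had 23, 48 and 93 such reads. These libraries were labelled with 2 males, were the lowest with that label in their groups, and lay above the 5% cut. Prefrontal cortex replicate 10 also had the highest Xist, 18.3 CPM, while the libraries of consecutive name, ventral replicate 9 and dorsal replicate 10, had 665 and 449 Y-linked reads. The other 6 of the 7 libraries labelled with 1 male had between 0.282 and 1.02 CPM of Xist. Per the labels every pool held both sexes, yet outside that cortex library Xist reached only 5.27 CPM (D2 dorsal striatum replicate 9). Over all libraries its Pearson r with the summed Y-linked genes was -0.20, so Xist says little here about the females in a pool. The 2 prefrontal cortex libraries with incomplete sex labels, replicates 16 and 18, had 19.9 and 19.5 CPM of Y-linked genes.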
